# Genome‑wide integrated analysis demonstrates widespread functions of lncRNAs in mammary gland development and lactation in dairy goats

**DOI:** 10.1186/s12864-020-6656-3

**Published:** 2020-03-23

**Authors:** Zhibin Ji, Tianle Chao, Zhaohua Liu, Lei Hou, Jin Wang, Aili Wang, Jie Zhou, Rong Xuan, Guizhi Wang, Jianmin Wang

**Keywords:** RNA-Seq, lncRNA, mRNA, Mammary gland, Goat

## Abstract

**Background:**

The mammary gland is a unique organ for milk synthesis, secretion and storage, and it undergoes cyclical processes of development, differentiation, lactation and degeneration. At different developmental periods, the biological processes governing mammary gland physiology and internal environmental homeostasis depend on a complex network of genes and regulatory factors. Emerging evidence indicates that lncRNAs have arbitrarily critical functions in regulating gene expression in many organisms; however, the systematic characteristics, expression, and regulatory roles of lncRNAs in the mammary gland tissues of dairy goats have not been determined.

**Result:**

In the present study, we profiled long noncoding RNA (lncRNA) expression in the mammary gland tissues of Laoshan dairy goats (*Capra hircus*) from different lactation periods at the whole-genome level, to identify, characterize and explore the regulatory functions of lncRNAs. A total of 37,249 transcripts were obtained, of which 2381 lncRNAs and 37,249 mRNAs were identified, 22,488 transcripts, including 800 noncoding transcripts and 21,688 coding transcripts, differed significantly (*p* ≤ 0.01) among the different lactation stages. The results of lncRNA-RNA interaction analysis showed that six known lncRNAs belonging to four families were identified as the precursors of 67 known microRNAs; 1478 and 573 mRNAs were predicted as hypothetical cis-regulation elements and antisense mRNAs, respectively. GO annotation and KEGG analysis indicated that the coexpressed mRNAs were largely enriched in biological processes related to such activities as metabolism, immune activation, and stress,., and most genes were involved in pathways related to such phenomena as inflammation, cancer, signal transduction, and metabolism.

**Conclusions:**

Our results clearly indicated that lncRNAs involved in responses to stimuli, multiorganism processes, development, reproductive processes and growth, are closely related to mammary gland development and lactation.

## Background

Long noncoding RNAs are a class of mRNA-like transcripts that have been operationally defined as mostly 5′-capped, polyadenylated and spliced, exhibiting lengths greater than 200 nt (nucleotide), and lacking ORFs (open reading frames) [1]. According to genomic localization of these RNAs with respect to nearby mRNAs, lncRNAs are divided into five loose categories: (1) sense lncRNAs, overlapped with one or more exons from another transcript on the same strand; (2) antisense lncRNAs, overlapped with one or more exons from another transcript on the other strand; (3) bidirectional lncRNAs, which initiate a similar expression pattern to its nearing mRNA counterpart on the other strand; (4) intronic lncRNAs, overlapped with one or more introns in another transcript; (5) and intergenic lncRNAs (lincRNAs), located in the interval between two protein coding genes on the same strand [2, 3]. Nevertheless, recent functional studies in mammals have found that lncRNAs serve as critical regulators in various biological processes by regulating gene expression at the epigenetic, transcription, and postttranscription levels. LncRNAs are widely involved in various important physiological and pathological processes, such as, cell differentiation, morphogenesis, gown, development and death, immunity responses, oncogenesis and cancer [4–6].

Dairy goats, an important domestic dairy breed worldwide, are developed mainly after birth, and their proliferation, differentiation, and apoptosis occur in cycles during puberty, pregnancy, lactation and involution. The mammary gland, as a special organ of dairy goats, is increasingly becoming an important model to study the fundamental physiology of development and homeostasis. To date, many studies have been performed to study ncRNAs (noncoding RNAs) of dairy goat mammary and have revealed a landscape of transcriptomics, miRomics, and proteomics [7–9]. However, to the best of our knowledge, studies of lncRNAomics of dairy goats have been reported only in ovary, hair follicle, skeletal muscle, hypothalamus, and skin pigmentation tissue [10–16], and there are no studies of the lncRNAomics of dairy goat mammary gland tissues in different lactating periods.

In our previous studies, miRNAomics and transcriptomics of dairy goat mammary glands at different lactating stages were analyzed using RNA sequencing [17, 18]. In the current study, for enhanced identification and characterization of the lncRNA profiles and function at the genome level, dairy goat mammary gland tissues in early lactation ((10th day after parturition), peak lactation (90th day after parturition) and late lactation (210th day after parturition) were collected, and the distribution, expression abundance and differential expression patterns of lncRNAs among different lactating periods of mammary gland development were tested and identified. Based on the data and bioinformatics, the action of lncRNAs on their target genes, the characteristics of mRNA transcripts, GO (gene ontology) enrichment and KEGG pathways (Kyoto Encyclopedia of Genes and Genomes) were also analyzed. Finally, a global regulatory network involving lncRNAs, miRNAs and their target genes was successfully constructed. From these results, we obtained a comprehensive characteristic of the lncRNA expression profile, and these results may help to elucidate the function of lncRNAs as members of the ceRNA (competing endogenous RNA) network in milk biosynthesis, transportation, and secretion or mammary gland development. It is of great significance to deeply study the internal balance physiological environment and regulation mechanism of goat mammary glands development and lactation.

## Results

### Transcript sequencing and assembly

A total of 88,938,426, 89,070,622 and 89,169,620 high-quality clean reads were obtained in the E, P and L libraries, respectively (E: early lactation, 10th day after parturition; P: peak lactation, 90th day after parturition; L: late lactation, 210th day after parturition). 

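Mammary gland tissue was taken from 5 Laoshan dairy goats at 10, 90 and 210 days after parturition, and the RNA of the 5 goats was pooled into 1 library per stage. With 1 library per stage, the spread between replicates cannot be estimated, so the differences between stages given here have no replicate check and no p-values. The values analysed are the FPKM (fragments normalized to transcript length and to the number of mapped reads) that the authors deposited for 50041 loci, after mapping with TopHat, assembly with Cufflinks and Cuffmerge, and quantification with Cuffdiff. The clean reads of each library are given in the paper's results and do not tell the reads behind a locus. The deposited values hold no read numbers per locus, so the depth behind each FPKM is unknown and no confidence interval is given. The loci lie on scaffolds of an assembly that the deposited values do not name, and they were therefore matched to genes by NCBI gene ID only. Loci with the same gene ID were summed to 1 value per gene, a choice made after counts by locus had been seen. Ratios between libraries were taken from the FPKM as deposited, with an FPKM of 0 set to 0.001 as in Table S2. Between the libraries labelled peak and late lactation, the ratios of lncRNA genes ran opposite to those of Table S2, and each library is therefore named by its label.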

To further estimate the quality and coverage of the obtained transcripts, sequence alignment was performed on the reference genome of *Capra hircus*. For the different libraries, 94.85, 94.63 and 94.12% of the reads were mapped on the genome, including 82,892,999 unique matching reads and 1,415,064 multiple matching reads in the E library, 82,626,139 unique matching reads and 1,602,814 multiple matching reads in the P library, as well as 82,250,928 unique matching reads and 1,617,016 multiple matching reads in the L library. After assembly, a total of 39,863 transcripts were detected, including 37,249 transcripts identified as protein-coding mRNAs and 2614 transcripts identified as lncRNAs (Table 1).

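Of the 50041 loci with deposited FPKM, 49173 were above 0 in the library labelled early lactation, 49395 in that labelled peak lactation and 48362 in that labelled late lactation. A single NCBI gene ID was given for 15274 loci, and 14403 of these loci had an ID found in the gene table of the ARS1.2 assembly. They gave 13023 protein-coding genes and 441 lncRNA genes. Another 34764 loci had an assembly number and no gene ID. Their coding potential was not analysed here, and they were not counted as lncRNAs. Above 0 FPKM were 12958 protein-coding genes in the library labelled early lactation, 12999 in that labelled peak lactation and 12823 in that labelled late lactation. An FPKM of 0 is given here only as the listed value, since LALBA, a milk protein gene, was listed at 0 in the library labelled late lactation and at 70053 FPKM in that labelled early lactation.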

**Table 1:** Data classification in different libraries obtained by RNA sequencing

Classification	E library		P library		L library	
	Number	Ratio	Number	Ratio	Number	Ratio
Total reads	92,762,706	100%	92,763,290	100%	90,500,394	100%
Clean reads	88,938,426	95.88%	89,070,622	96.02%	89,169,620	98.53%
Aligned to rRNA reads	55,386	0.06%	63,642	0.07%	60,186	0.07%
Mapped to genome	94.85%		94.63%		94.12%	
mRNA transcripts	31,099		30,120		32,254	
lncRNA transcripts	1937		1833		1984	

### Identification and genomic features of lncRNAs in the dairy goat mammary gland

To systematically identify lncRNAs in the whole genome wide, putative lncRNAs were identified based on their evolution conservation among different species, homology with known proteins, protein domains, and ORFs. After discarding the reads with adapters, more than 10% N substrate, low quality and rRNAs (ribosomal RNA), of the 267 million clean reads, 2381 potential lncRNAs were predicted by CPC, CNCI and PFAM with their genomics position, including 1777 known lncRNAs and 604 predicted novel lncRNAs, of which 667 were intronic lncRNAs, 536 were intergenic lncRNAs, 326 were antisense lncRNAs, 171 were sense lncRNAs and 42 lncRNAs belonged to bidirectional lncRNAs.

To explore the genomic features of these lncRNAs, the comparison of the characteristics was further performed with mRNAs. First, for the chromosome distribution, lncRNAs present a feature of arbitrary distribution on the 30 chromosomes, while the distribution of mRNAs had a certain preference (Fig. 1). Similar to other mammals, lncRNAs were found to have smaller lengths and fewer exons than protein-coding mRNAs. 

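The loci of the 441 annotated lncRNA genes had a median span of 15230 nt from first to last base, introns included, with an interquartile range of 4973 to 46938 nt. Those of the 13023 protein-coding genes had a median span of 22945 nt, with an interquartile range of 8624 to 60006 nt. The mean spans lay closer together, at 57163 nt for lncRNA genes and 58033 nt for protein-coding genes. For 134 of the lncRNA genes, the same locus was also listed for another gene or for an entry without a gene ID, so these spans can include sequence outside the gene. Exon numbers were not analysed here.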

The lengths of the lncRNAs ranged from 417 to 602,577 nt, and most of them (86.3%) were approximately 400~3000 nt in length. The mean length was 19,722 nt, which was lower than the values observed for mRNAs (mean length = 129,518 nt) (Fig. 2a). On average, there were 3.44 exons that were 1901 bp long in lncRNAs, whereas mRNAs were 3777 bp long and had 12.62 exons (Fig. 2b and c). For transcript isoforms, there were 1.72 isoforms per lncRNA locus and 2 isoforms per mRNA locus. 

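In the library labelled early lactation, the median FPKM was 2.42 over lncRNA genes above 0 and 7.05 over protein-coding genes above 0, a ratio of 2.91. In the library labelled peak lactation, the medians were 2.08 and 7.23 FPKM, a ratio of 3.47. In the library labelled late lactation, they were 2.43 and 6.92 FPKM, a ratio of 2.85. The interquartile ranges of the classes overlapped in each library, for example 1.10 to 6.25 FPKM for lncRNA genes and 2.69 to 15.6 FPKM for protein-coding genes in that labelled early lactation. At least 1 FPKM was reached by 76.4% of lncRNA genes and 89.9% of protein-coding genes in this library. When loci with the same gene ID were kept apart, the ratio of the medians was 3.84 in the library labelled early lactation, 4.30 in that labelled peak lactation and 3.35 in that labelled late lactation. The 3 lncRNA genes with the highest mean FPKM were LOC102168701, LOC106502493 and LOC102188855. LOC102168701 is listed on scaffold NW_005100668.1 from 7228006 to 7229520 and had 3422 FPKM in the library labelled early lactation, 1793 FPKM in that labelled peak lactation and 2812 FPKM in that labelled late lactation.

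**Figure D1:**
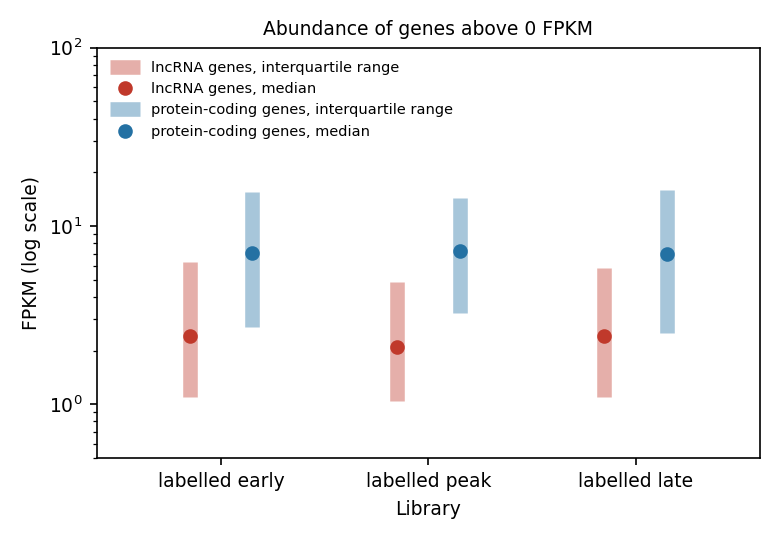
Median FPKM (points) and interquartile range (bars) of lncRNA genes and protein-coding genes above 0 in each library, on a log scale. The medians of lncRNA genes, from 2.08 to 2.43 FPKM, lie below those of protein-coding genes, from 6.92 to 7.23 FPKM.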

LncRNA loci possessed fewer transcript isoforms and lower protein-coding potential than protein-coding mRNA (Fig. 2d), and the median expression abundance of lncRNAs was significantly lower than those of mRNAs (Fig. 2e). The conservation of lncRNAs was also investigated, which were compared with those from sheep, cows mice and humans using BLASTN version 2.2. (E-value ≤1e-5, sequence identity > 20%). Of the 2381 lncRNAs in Laoshan dairy goats, 2371 lncRNAs were identified in sheep with a sequence identity greater than 80%, and in cows, humans and mice, they were 2358, 664 and 360, respectively (Fig. 2f).

**Fig. 1:**
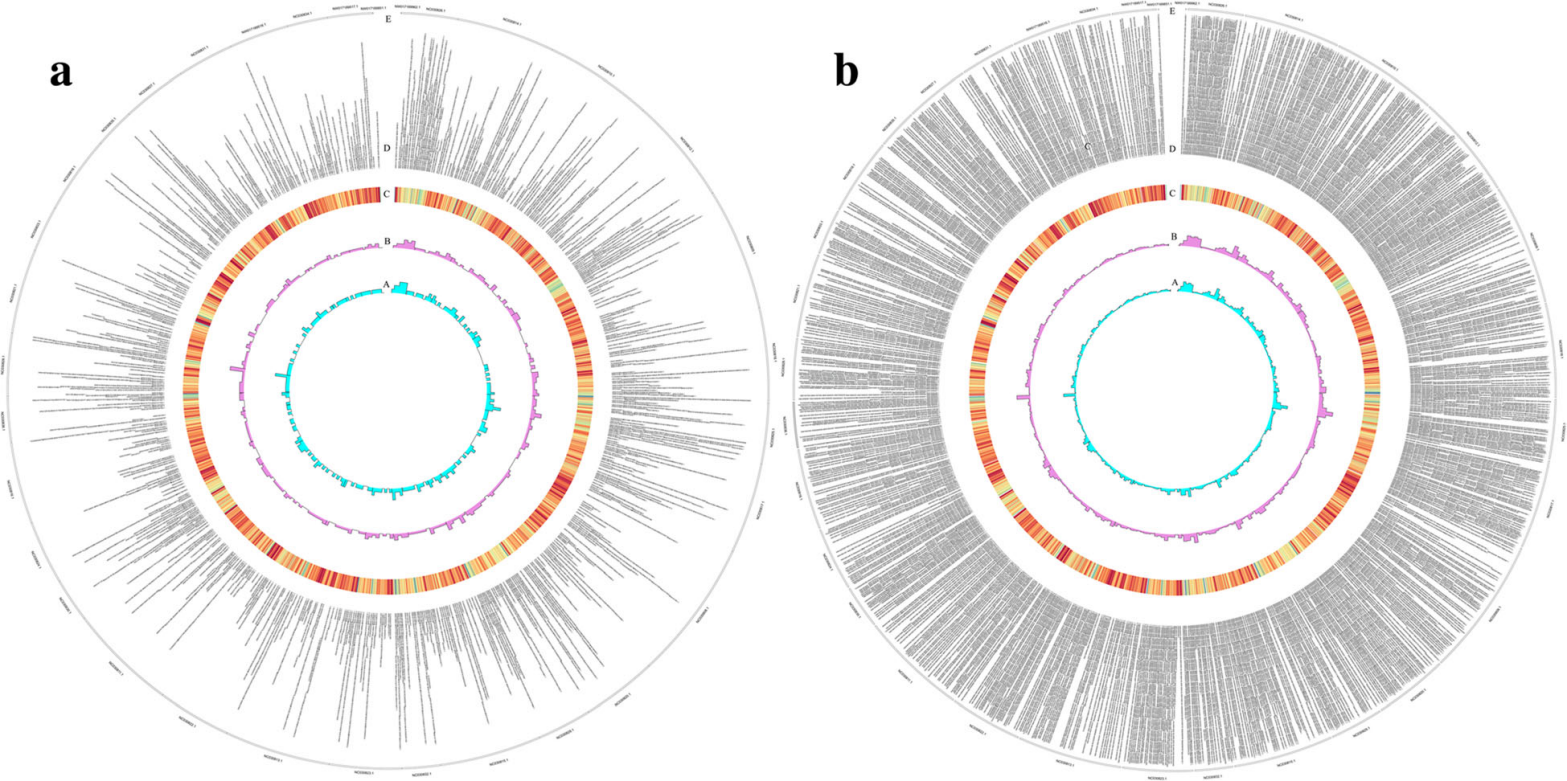
Chromosomal mapping of transcripts in the genome of *Capra hircus*. **a** Sequence distribution of lncRNAs. **b** Sequence distribution of mRNAs. From the inner to outer ring, A represents cDNA density. B represents sequences of lncRNA/mRNA density. C represents GC% (red represents high GC, green represents low GC). D represents location of transcripts on the genome. E represents chromosome

**Fig. 2:**
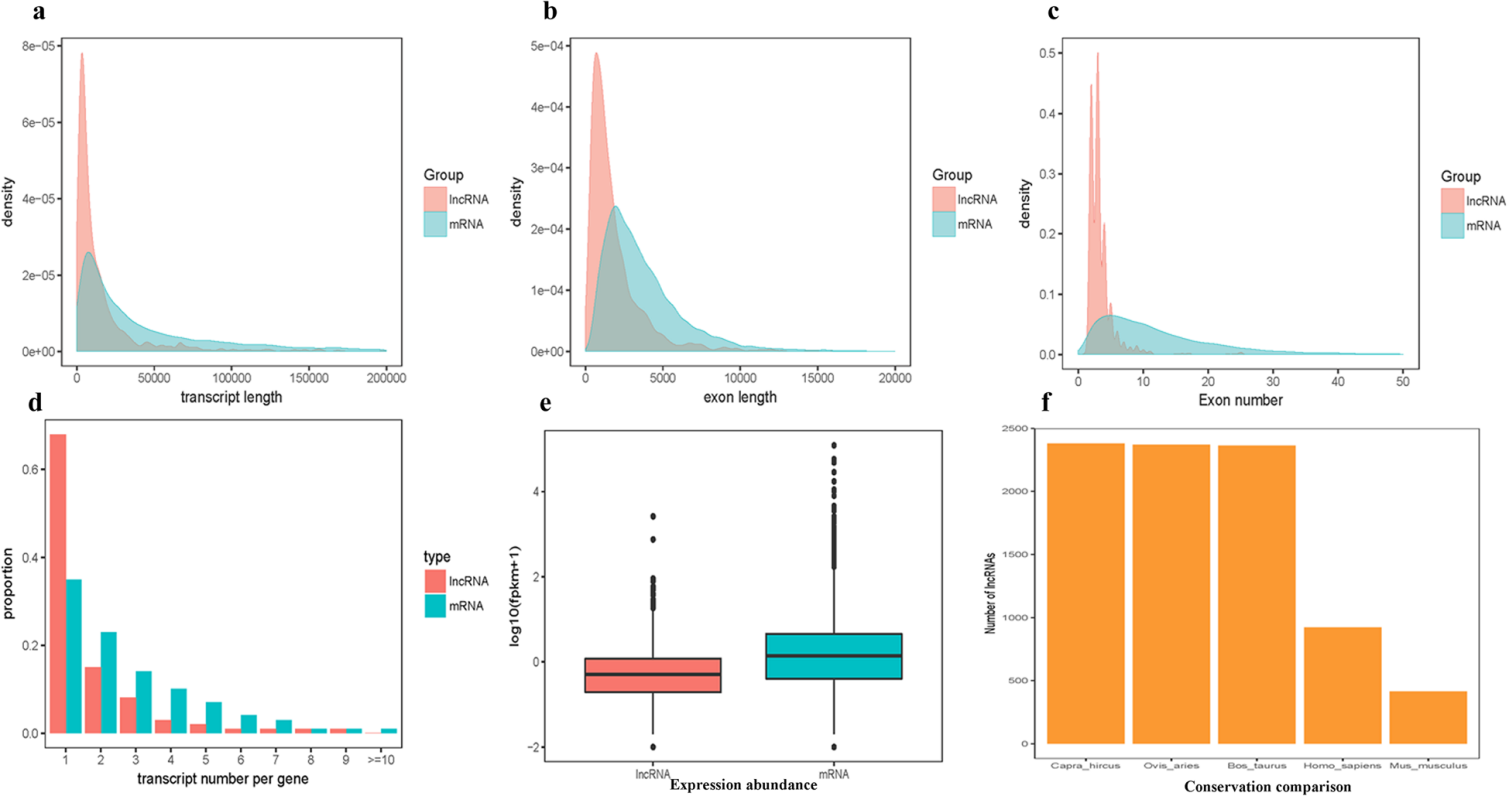
Comparison of the characteristic architecture between lncRNAs and mRNAs. **a** Transcript length distributions. **b** Exon length distributions. **c** Exon number distribution. **d** Transcript number Distributions. **e** Expression abundance distributions. **f** Conservation comparison of lncRNAs among different species

### Family analysis and classification as miRNA precursors of lncRNAs

Based on evolutionary conservation, 59 known lncRNAs and 33 novel lncRNAs were classified into 53 different families in the Rfam database by sequence alignment. For known lncRNAs, the family with the most members was tRNA (transfer RNA, family accession: RF00005), which had nine members, while for novel lncRNAs, the family miR-154 had the highest number of members with 20 (Table S1).

Some lncRNAs may perform their functions as precursor molecules, to determine whether the identified lncRNAs were from the precursors of miRNAs. These lncRNA sequences were compared with miRNA precursors of *Capra hircus* in miRBase (Release 21, identity ≥90%). In all, 21 lncRNAs, including six known lncRNAs and 15 novel lncRNAs, were identified as precursors from 461 known miRNAs (Table S1).

### Differentially expressed lncRNAs and mRNAs in different lactating stages

In total, 2381 lncRNAs were identified and expressed in at least one of the three mammary gland lactating stages. 

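Among the 441 annotated lncRNA genes with deposited FPKM, 425 were above 0 in the library labelled early lactation, 432 in that labelled peak lactation and 415 in that labelled late lactation. At an FPKM of at least 0.1, the numbers were 424, 428 and 414. The abundance of lncRNA genes correlated between libraries across genes, which are not independent replicates, with a Spearman coefficient of 0.83 between the libraries labelled early and late lactation, 0.72 between early and peak and 0.65 between peak and late. The coefficients of protein-coding genes were higher, at 0.97, 0.92 and 0.89 for the same pairs.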

In early lactation, compared with peak and late lactations, there were 633 differentially expressed lncRNAs, including 367 downregulated lncRNAs and 300 upregulated lncRNAs. Between early and peak lactation, 222 lncRNAs were differentially expressed, and between early and late lactation, 512 were differentially expressed. 

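Between the libraries labelled early and peak lactation, 169 of 436 lncRNA genes above 0 in either library differed at least 2-fold in FPKM, of which 67 were higher in that labelled peak lactation and 102 in that labelled early lactation. Between early and late lactation, 102 of 436 differed at least 2-fold, 43 higher in the library labelled late lactation and 59 in that labelled early lactation. No test was applied, since the deposited values are not read numbers and each stage has 1 library. At a fold of at least 4, 67 and 54 lncRNA genes differed, and with a pseudocount of 1 added to both FPKM, chosen after the data were seen, 90 and 50 differed at least 2-fold. Among lncRNA genes with at least 1 FPKM in both libraries compared, LOC106502728, listed on scaffold NW_005100620.1 from 34252395 to 34256876, had 75.8 FPKM in the library labelled early lactation and 5.34 FPKM in that labelled peak lactation, a log2 ratio of -3.83. LOC102180344 had 2.02 FPKM in the library labelled early lactation and 30.6 FPKM in that labelled peak lactation, a log2 ratio of 3.92, and was listed at 0 in that labelled late lactation. The next largest ratios among these genes were -3.76 for LOC102188855 and 2.50 for LOC102178854. LOC106502249 had 1.02 FPKM in the library labelled early lactation and 6.49 FPKM in that labelled late lactation, a log2 ratio of 2.67. LOC102186708 fell from 11.7 to 2.59 FPKM between the same libraries, a log2 ratio of -2.18, and had 0.379 FPKM in that labelled peak lactation, a log2 ratio of -4.95 over that labelled early lactation. The next largest ratios of late over early lactation among genes with at least 1 FPKM in both were 2.20 for LOC102169181 and -1.96 for LOC102183395.

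**Figure D2:**
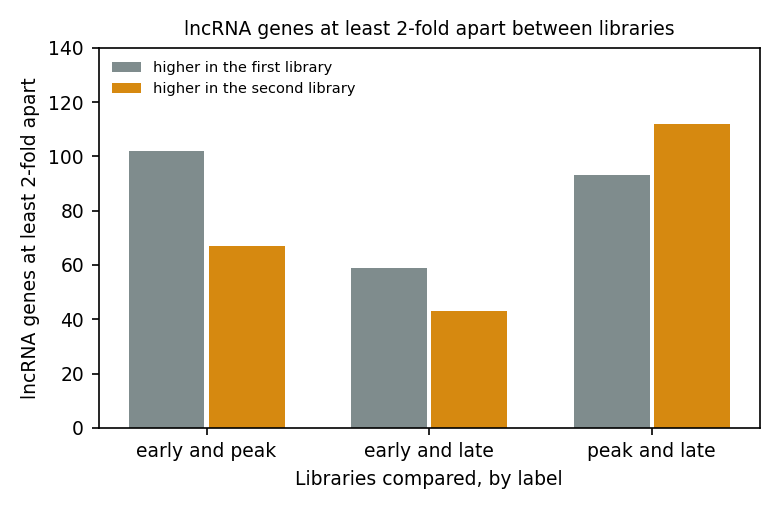
Number of lncRNA genes at least 2-fold apart in FPKM between libraries, named by their labels, split by the library with the higher FPKM. The bars stand for 102 and 67 genes for early and peak, 59 and 43 for early and late, and 93 and 112 for peak and late lactation.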

In peak lactation, compared with early and late lactations, 684 lncRNAs were differentially expressed. Compared with late lactation, 588 lncRNAs were differentially expressed, including 207 upregulated lncRNAs and 381 downregulated lncRNAs. 

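Between the libraries labelled peak and late lactation, 205 of 439 lncRNA genes above 0 in either library differed at least 2-fold, 112 higher in that labelled late lactation and 93 in that labelled peak lactation. LOC106502728 had 228 FPKM in the library labelled late lactation, a log2 ratio of 5.42 over that labelled peak lactation. LOC106503270, listed on scaffold NW_005100886.1 from 13815519 to 14085705 at a locus it shares with other entries, had 33.9 FPKM in the library labelled peak lactation and 3.90 FPKM in that labelled late lactation, a log2 ratio of -3.12. The next largest ratios among lncRNA genes with at least 1 FPKM in both libraries were 3.56 for LOC102188855 and -2.16 for LOC102179299. Table S2 holds 588 transcripts for this comparison, and 217 of them were matched to 148 lncRNA genes with deposited FPKM. Across these genes, the log2 ratio of late over peak lactation by label had a Pearson correlation of -0.78 with that of the L over the P library in Table S2, and 20 genes had the same direction in both.

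**Figure D3:**
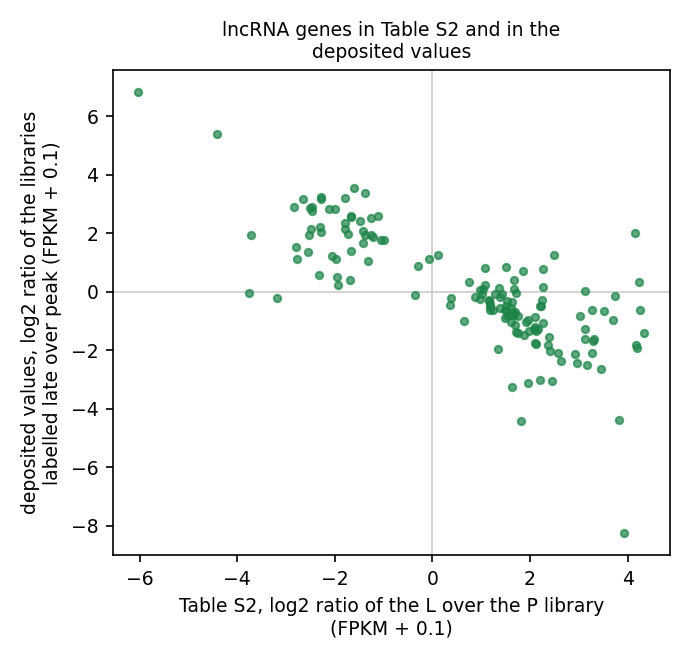
Log2 ratio of FPKM + 0.1 for 148 lncRNA genes, from the paper's Table S2 (horizontal axis, L over P library) and from the deposited values (vertical axis, library labelled late over that labelled peak lactation). Each point is a gene, and the Pearson correlation is -0.78.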

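Over both comparisons with the library labelled late lactation, 231 of the 441 lncRNA genes differed at least 2-fold in FPKM. The number was 218 over the comparisons with the library labelled early lactation and 241 over those with that labelled peak lactation. These comparisons share libraries and are not independent.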

In late lactation, a total of 760 lncRNAs were differentially expressed, including 290 downregulated and 472 upregulated lncRNAs, respectively (Fig. 3a and b, Table S2). Similar to lncRNAs, 18,697 mRNA transcripts were differentially expressed among different stages, and for early lactation, compared with peak and late lactations, a total of 15,922 transcripts were differentially expressed, including 6622 upregulated transcripts and 10,857 downregulated transcripts. 

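Of 13020 protein-coding genes above 0 in either library, 2307 differed at least 2-fold in FPKM between the libraries labelled early and peak lactation, 1421 higher in that labelled peak lactation and 886 in that labelled early lactation. Between the libraries labelled early and late lactation, 1132 of 13004 differed at least 2-fold, 256 higher in that labelled late lactation and 876 in that labelled early lactation. With a pseudocount of 1, chosen after the data were seen, these numbers were 1194 and 277. The share of genes that differed was 17.7% between early and peak and 8.71% between early and late lactation.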

Between early and peak lactations, 8042 transcripts were differentially expressed, and between early and late lactations, 12,574 were differentially expressed. In peak lactation, the number of differentially expressed transcripts was 17,652, with 4356 transcripts upregulated and 14,046 transcripts downregulated, respectively. 

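Between the libraries labelled peak and late lactation, 3377 of 13015 protein-coding genes differed at least 2-fold in FPKM, a share of 25.9%. Of these, 1114 were higher in the library labelled late lactation and 2263 in that labelled peak lactation. The median log2 ratio of all genes and loci with at least 1 FPKM in both libraries was 0.02, so the libraries were on one scale in this respect.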

Between peak and late lactations, 15,041 differentially expressed transcripts were detected. As for late lactation, 18,257 transcripts were differentially expressed, with 14,129 transcripts upregulated and 4344 transcripts downregulated (Fig. 3c and d, Table S3).

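At least 1 comparison with the library labelled late lactation showed a 2-fold difference for 3561 protein-coding genes, against 2831 for the library labelled early lactation and 3740 for that labelled peak lactation. Over the 3 comparisons together, 3811 protein-coding genes differed at least 2-fold.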

**Fig. 3:**
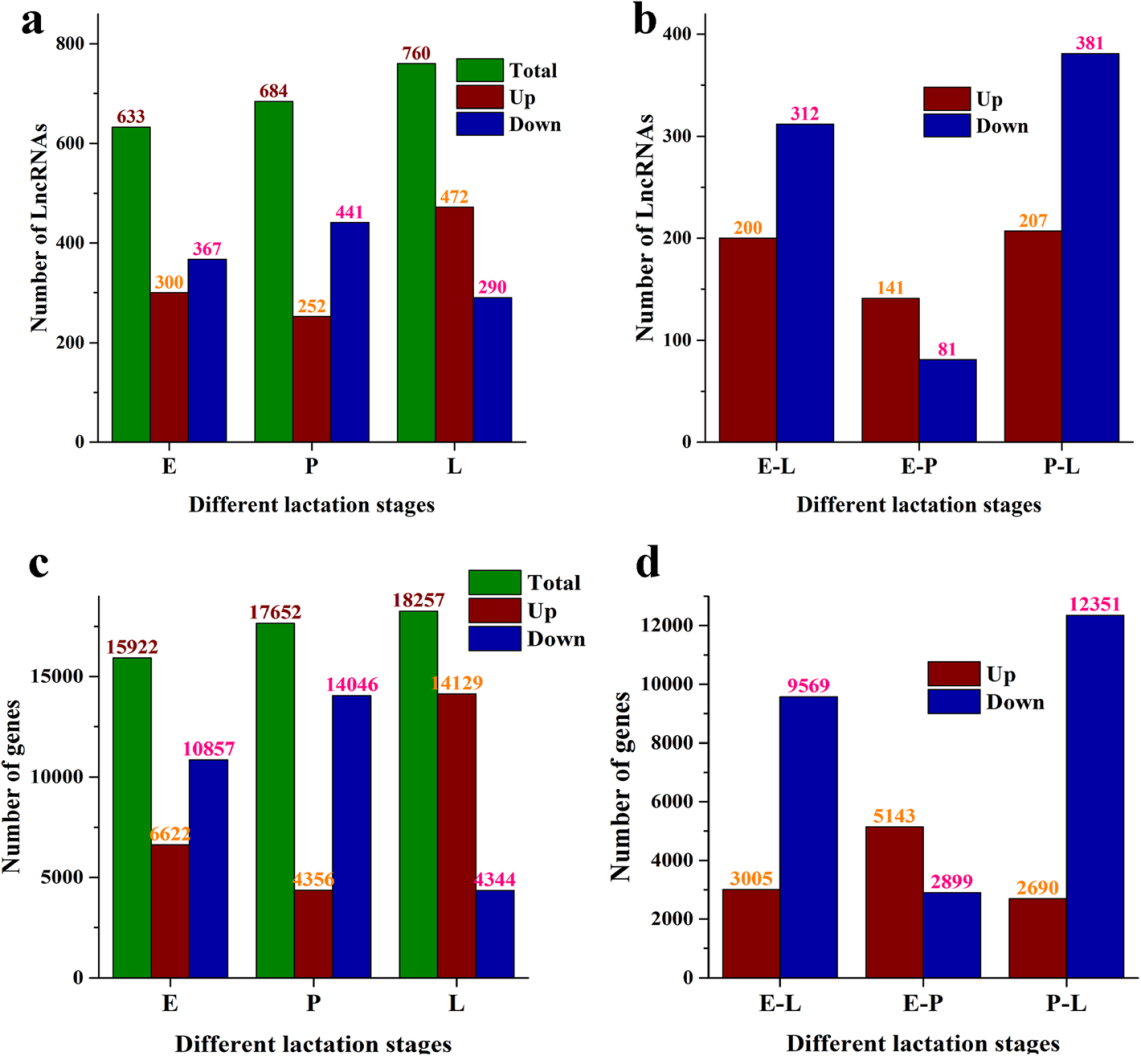
Distribution of lncRNAs and mRNAs in different lactation periods. **a** Total number of lncRNAs in different lactation periods. **b** The number of differentially expressed lncRNAs between different lactation periods. **c** Total number of mRNAs in different lactation periods. **d** The number of differentially expressed mRNAs between different lactation periods. E represents early lactation, P represents peak lactation, and L represents late lactation

To further understand the functions of lncRNAs at the transcriptional or posttranscriptional levels, the antisense, up/downstream, and cis-regulated mRNAs were analyzed. A total of 883 lncRNAs were found transcribed near their mRNAs neighboring less than 10 kb, and 660 lncRNAs were combined with antisense mRNAs, including 2046 mRNAs. Of these RNAs, 573 lncRNAs and 1237 mRNAs were differentially expressed in mammary gland development among different lactating stages (Table S4 and S5).

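Table S5 lists 883 lncRNA transcripts with neighbouring mRNAs, and these were matched to 198 lncRNA genes with deposited FPKM. Of the 198 genes, 102 differed at least 2-fold in FPKM in at least 1 of the 3 comparisons. Between the libraries labelled early and peak lactation, 25 were higher in that labelled peak lactation and 42 in that labelled early lactation. Between early and late lactation, 17 were higher in the library labelled late lactation and 30 in that labelled early lactation. Between peak and late lactation, 41 were higher in the library labelled late lactation and 36 in that labelled peak lactation. Their median FPKM was 2.47, 2.12 and 2.36 in the libraries labelled early, peak and late lactation. In at least 1 comparison, 52 of the 198 genes differed at least 4-fold. With a pseudocount of 1, chosen after the data were seen, 63 differed at least 2-fold. Transcripts of Table S5 without a matching gene ID were not analysed here.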

### Function prediction of lncRNAs and corresponding genes

In the present study, we used BLAST and RNAplex to predict the functions of lncRNAs and the corresponding genes. A total of 1478 genes were detected, of which 489 genes were annotated in biological processes; specifically, 375 genes were involved in cell processes, followed by single-organism processes, biological regulation, metabolic processes, response to stimulus, developmental processes, multicellular organismal processes, organization or biogenesis, and localization, and the number of genes in these classifications was 346, 313, 249, 162, 146, 144, 138, 135, respectively. For molecular function, there were 450 nonredundant genes, and the most three enriched classifications were binding activity, catalytic activity and transporter activity, and their corresponding gene numbers were 358, 188 and 36, respectively. For the cellular component, a total of 490 genes were classified into, and most genes were clustered into cell, cell part, organelle, membrane, organelle part, membrane part, and macromolecular complex; their corresponding numbers of genes were 404, 404, 379, 214, 176, 153, and 128, respectively (Fig. 4, Table S6).

**Fig. 4:**
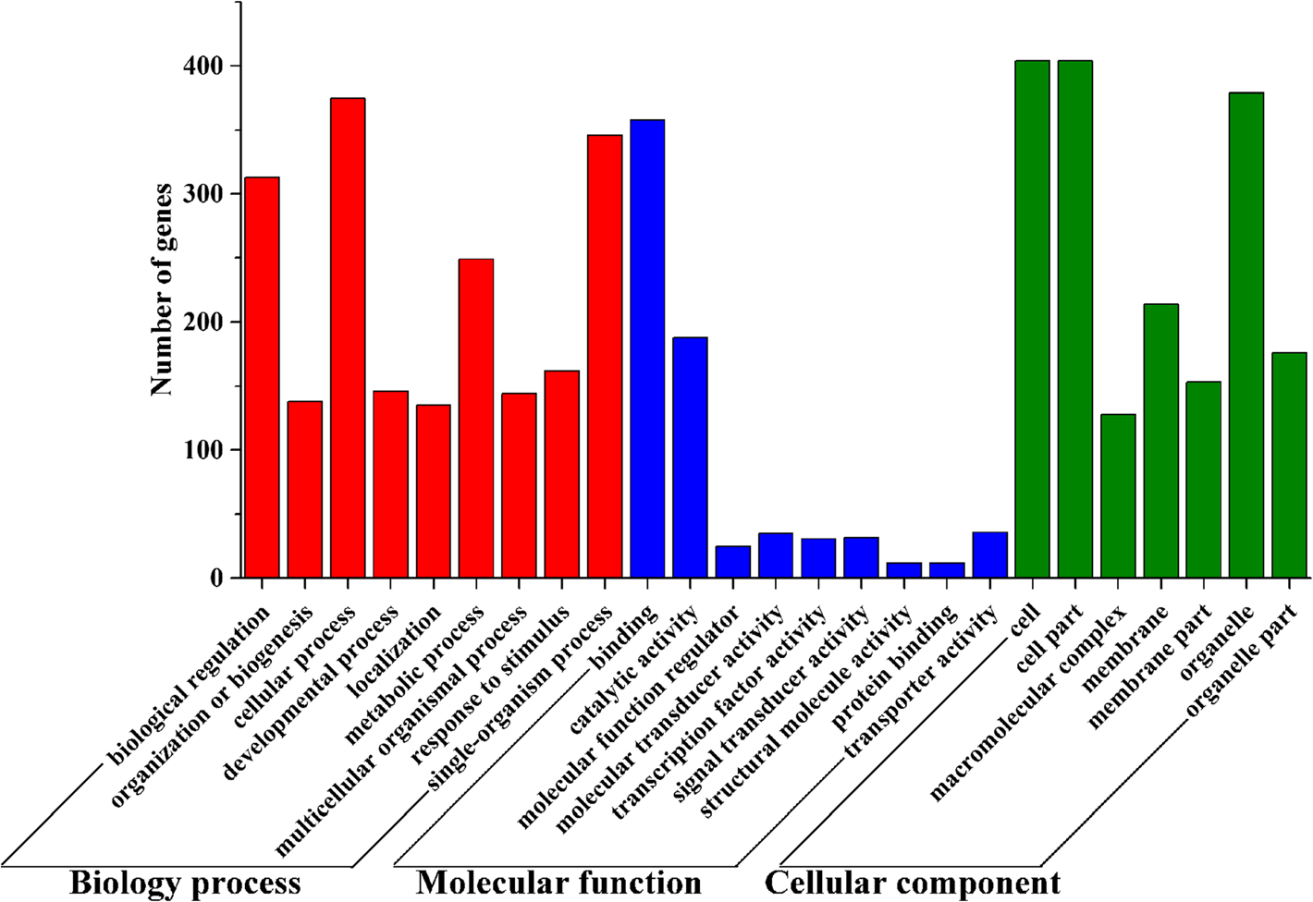
GO annotation enrichment of related genes of lncRNAs

To further understand the biological functions of the identified lncRNAs and their genes, KEGG pathway analysis was also carried out (Fig. 5, Table S7). The results indicated that 33 pathways were significantly enriched with more than 10 genes. Many pathways are related to inflammation, cancer, signal transduction and metabolism. The top five most enriched pathway terms with the highest *P*-values were HTLV-I infection, proteoglycans in cancer, amyotrophic lateral sclerosis (ALS), pathways in cancer, and Epstein-Barr virus infection. The top five pathway terms with the most genes were pathways involved in cancer, HTLV-I infection, endocytosis, MAPK and PI3K-Akt. The 10 genes involved in these pathways were PIK3CB, PRKACA, TNF, ADCY5, MAPK8, EGFR, LOC108635162, ATF4, BCL2, and CACNA1S, which were all involved in more than 20 pathways.

**Fig. 5:**
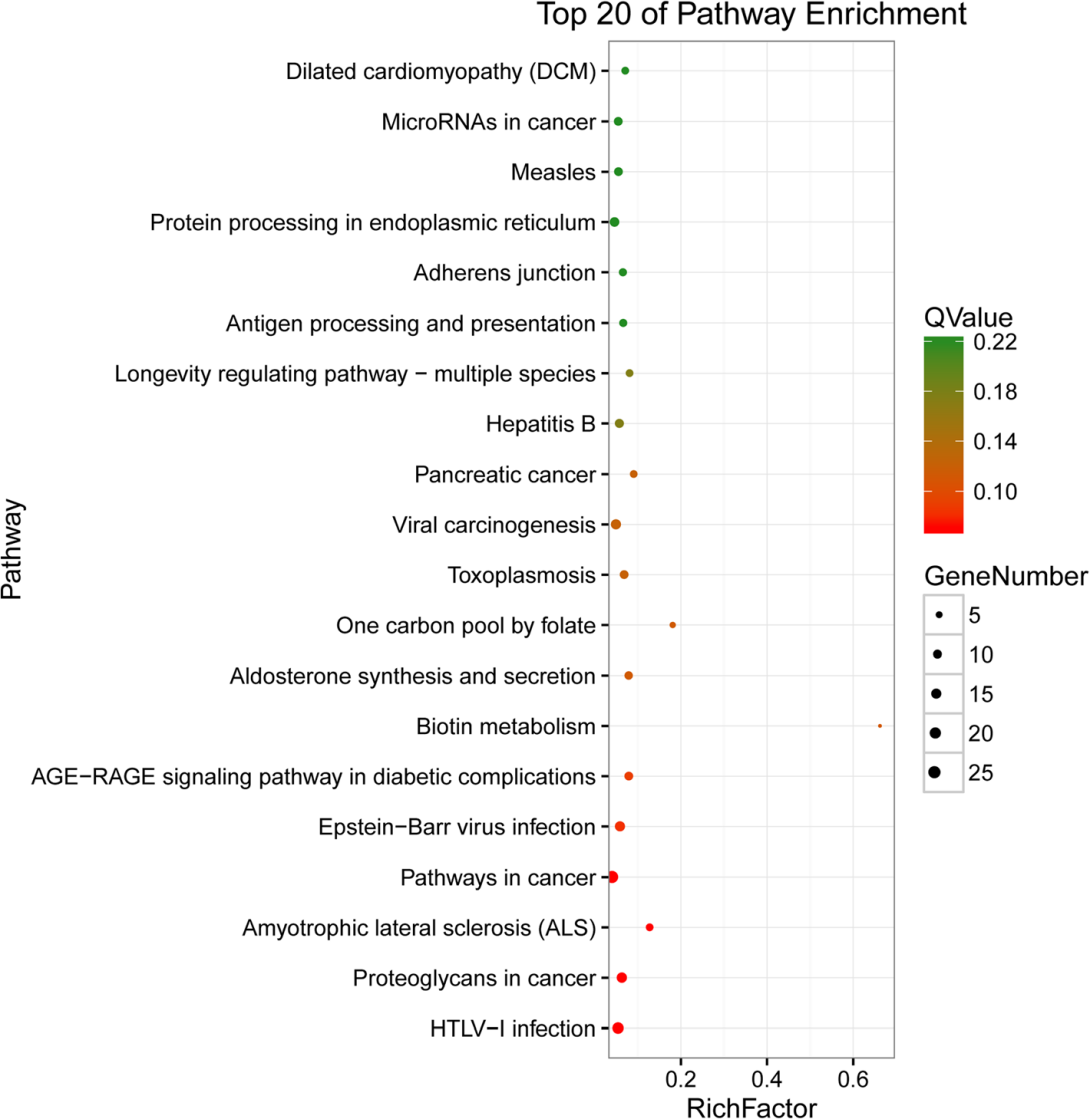
KEGG pathway enrichment analysis of related genes for lncRNAs. Different colors represent different *q*-values, and the size of the dots indicates the number of enriched genes

### Construction of regulation networks

To further explore the important role of lncRNA in ceRNA networks, the potential premiRNAs in miRBase were detected using BLAST software; 11 miRNAs were obtained, which corresponded to six lncRNAs as well as their premiRNAs and mature miRNAs. MiRNAs were further verified by miRPara software, and 438 nonredundant target genes were predicted by TargetScan online software. A total of 537 lncRNAs with a read number greater than 10 were screened, including up- or downstream target genes or antimRNAs, and 1238 mRNAs were identified from differentially expressed mRNAs, which were up- or downstream of lncRNAs or their antisense chains. Finally, based on the miRNAs, differentially expressed lncRNAs and related mRNAs, 1290 pairs of factors with potential regulatory relationships were selected and used for the ceRNA regulation network construction (Fig. 6, Table S8). The results of further core model scoring analysis indicated that, two core models, miR-1247 and miR-2284r, played important regulatory functions in the ceRNA network via connecting lncRNAs and mRNAs.

**Fig. 6:**
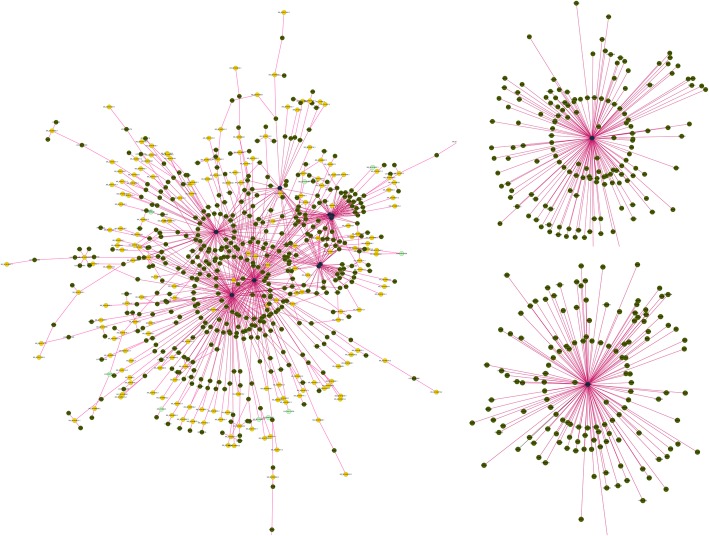
LncRNA-miRNA-mRNA coexpression network. Circles with yellow colors represent lncRNAs, circles with green colors represent genes, and circles with blue colors represent miRNAs. Purple lines indicate the regulation of different pairs

## Discussion

Increasingly numerous studies have opened the door to our understanding of noncoding small RNA molecules, however, lncRNA research is in its infancy, and the functions of most lncRNAs have not been determined. With the development of high-throughput sequencing technology, an increasing number of lncRNAs have been identified, and their functions have also become increasingly detailed [19, 20].

In the present study, mammary gland tissues in early, peak and late lactation periods from five dairy goats were selected, and sequenced based on the Illumina HiSeq™ 2000 platform. To better connect with our previous study [17, 18], and the integrated analysis of multiomics data in the next step, the method of mixing pools of samples in the same period was also adopted in the current study. According to the quality control results, the construction and sequencing were successful, high quality data were obtained in three libraries, and 2381 lncRNAs and 37,249 mRNAs were identified.

LncRNAs, as a class of long-chain noncoding RNAs, exhibit certain deviations in their expression abundance, chromosome distribution, sequence length, and number of exons compared to mRNAs (Fig. 1 and Fig. 2). The spatiotemporal expression profiles showed that lncRNAs may have extensive physiological and biochemical regulatory functions [21, 22]. 

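Of the 441 annotated lncRNA genes, 250 differed at least 2-fold in FPKM in at least 1 of the 3 comparisons between libraries. At a fold of at least 4, the number was 132.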

Among the 2381 lncRNAs, 800 were differentially expressed among different lactation stages. The number of lncRNAs identified in different lactation stages was also different, and some specifically expressed lncRNAs were found at a particular stage (Fig. 3, Table S2), Fifty-nine lncRNAs were specifically expressed in early lactation, 113 lncRNAs were specifically expressed in late lactation, and 23 lncRNAs were specifically expressed in peak lactation. This finding indicates that lncRNAs may play a unique role in the development and lactation stages of dairy goat mammary gland tissues. These characteristics indicate the functional diversity of lncRNAs, which may perform different important physiological regulatory roles in mammary gland development and lactation. 

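Of the 441 annotated lncRNA genes, 2 were above 0 FPKM in the library labelled early lactation and listed at 0 in both others. The number was 5 in the library labelled peak lactation and 5 in that labelled late lactation. In the library labelled early lactation these were LOC106502903 with 3.51 FPKM and LOC102181128 with 1.45 FPKM. In the library labelled peak lactation they were LOC106502479 with 2.96 FPKM, LOC102176344 with 2.05 FPKM and, named after their values were seen, LOC106503297, LOC102177307 and LOC102191530 with 2.01, 1.12 and 1.02 FPKM. In the library labelled late lactation they were LOC106502194 with 2.72 FPKM, LOC102172228 with 2.38 FPKM and, named after their values were seen, LOC106503591, LOC102170088 and LOC106502360 with 1.08, 0.804 and 0.692 FPKM. Table S2 runs opposite for those of these genes that were matched to it between peak and late lactation. Its log2 ratio of the L over the P library was 1.82 for LOC102176344, 3.82 for LOC106503297 and -2.66 for LOC102170088. The stage of these genes is therefore given by label only. With the depth unknown a value listed at 0 does not show that a gene was absent. From such stage-specific lncRNAs, the paper proposes that lncRNAs have a role particular to the stages of mammary gland development and lactation.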

Other studies, such as those conducted on bovines, have attempted to identify and characterize the expression of lncRNAs in peak, late and dry lactation stages [23, 24], and lncRNAs, as an important posttranscriptional regulators, participate widely in the regulation pathways related to the development and lactation of mammary glands. Therefore, an extensive investigation of the functions of lncRNAs will provideus with a clear understanding of the lncRNA word in various biological processes.

Initially, lncRNAs were considered “transcriptional noise” without any biological function [25]. Along with the increasing research investigating lncRNAs, a growing body of evidence suggests that lncRNAs play important regulatory roles in various physiological activities [26, 27]. However, due to a lack of corresponding databases, current methods, such as the analysis of sequence characteristics, molecular free energy, or secondary structure, for predicting the specific functions of lncRNA genes are still imperfect, and the biological functions of the majority of lncRNAs remain vague. Fortunately, many studies have been performed to find their associated up/downstream mRNAs and antisense mRNAs related to lncRNAs. Functional annotation and enrichment are considered an effective way to reveal the biological significance and biological processes or functions of most enriched genes [28–30]. In this study, based on these basic principles, 2046 genes were scanned as apcGenes and antisense mRNAs for 883 lncRNAs, combined with the differentially expressed lncRNA, mRNAs and predicted pre-miRNA, as well as their interaction, and 1478 genes were detected and further served for GO enrichment and KEGG pathway analyses. From these results, it is clearly indicated that most lncRNAs together with their apcGenes and antigens participate widely in diverse biological regulation pathways, such as HTLV-I infection, and proteoglycans in cancer., These physiological processes are closely related to cell proliferation and apoptosis, and they are the same as those involved in the physiological cycle of mammary gland development, These genes may play a leading role in the processes regulating mammary gland development (Figs. 4 and 5, Tables S5, S6 and S7).

Many previous studies have clearly confirmed that miRNAs, as vital regulation factors, are widely involved in various biological processes by changing the expression of targeted mRNAs, while studies in recent years have also shown that lncRNAs, having the effect of sponge adsorption for miRNAs, can shield the inhibition or degradation of target genes and rapidly upregulate their expression by competing to bind the miRNAs, which shows a new mechanism of ceRNA gene repression regulation [31, 32]. In the current study, the following factors were screened to construct the ceRNA regulation networks: lncRNAomic and transcriptomic data, cis- and trans-mRNAs, up- and downstream mRNAs of lncRNAs, target mRNAs of miRNAs, and the bioinformatics conjoint differentially expressed lncRNAs and mRNAs. As a result, 537 lncRNAs, 11 miRNAs and 1238 mRNAs were selected to construct the ceRNA regulation networks (Fig. 6, Table S8), and two core models, miR-1247 and miR-2248r, contained the largest number of interaction regulatory elements, indicating that they may be important regulatory factors in the lactation physiology of dairy goat mammary glands. In further studies, the corresponding experiments will be performed to validate their interaction and functions.

In summary, based on these studies, we found that lncRNAs, as core regulatory elements, play important roles in mammary gland development and lactation physiology in dairy goats. These findings provided theoretical references for further research about their inheritance, improvement and gene regulation.

## Conclusions

In current study, based on the three libraries from early, peak and late lactations of dairy goat mammary gland tissues, 37,249 transcripts were obtained, including 2381 lncRNAs and 37,249 mRNAs, of which, 800 noncoding transcripts and 21,688 coding transcripts differed significantly (*p* ≤ 0.01) among different lactating periods. The results of bioinformatics analysis in ceRNA networks indicated, that six known lncRNAs were identified as precursors of 67 known miRNAs, and 1478 and 573 mRNAs were predicted as hypothetical cis-regulation elements and antisense mRNAs, respectively. Based on GO and KEGG analysis, 1290 pairs of factors were selected to construct the ceRNA networks. These findings support that lncRNA, as a critical regulatory factor, widely participates in mammary gland development and lactation in dairy goats. Our results may enlarge the foundation for the further investigation of the core molecular functions of lncRNA in the physiological regulation of domestic animals, but may also provide some theoretical reference for further studies about their inheritance, improvement and gene regulation”.

## Methods

### Animal sample preparation and total RNA extraction

Five healthy Laoshan dairy goats (4 years old, third lactation) from Qingdao Laoshan dairy goat primary farm (Shandong Province, China) were prepared, all goats had free food and water access, and they were housed with natural lighting prior to experiments. The mammary gland specimens in early (10th day after parturition), peak (90th day after parturition) and late (210th day after parturition) lactations, were collected surgically after general anesthesia by intramuscular injection of Xylazine Hydrochloride injection solution (Huamu Animal Health Products Co., Ltd. China). The mammary glands were sutured by surgery, sterilized regularly, and the goats were all released after natural recovery. All mammary gland specimens were only used for scientific study, and were not released.

Total RNA was individually extracted from the above fifteen samples using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s references, their integrity and quality were tested by a 2100 Bioanalyzer (Agilent, USA) and the samples (RIN ≥ 7.7) were used for library construction.

### Library construction, deep sequencing and transcript assembly

Individual RNA samples collected from five dairy goat mammary gland tissues in the same lactating stage were thoroughly mixed, and used further for library construction using the Illumina TruSeq Stranded RNA Kit (Illumina, USA) according to the manufacturer’s recommendations, The samples were named the E library (early lactation), P library (high lactation) and L library (late lactation),. The sequencing works were performed on an Illumina HiSeq™ 2000 platform in Beijing Genomics Institute (BGI, Shenzhen, China).

To systematically profile and identify and quantitate transcripts of dairy goat mammary gland tissues in different lactating periods, we performed PE150 (paired-end 150) sequencing to obtain global transcripts at the whole-genome level. Approximately 50–70 million raw reads were scanned for every library after removing the 3′ adaptor sequences, the low-quality reads and the various impurities. Trimmomatic-0.36 [33] was used to discard the reads containing adapters, trimming the reads with a poly(N) substrates more than ≥10% and removing the low quality reads with a quality score less than 20, the remaining reads (named clean reads) were used for downstream analyses. All clean reads were mapped to the *Capra hircus* genome (v1.01, https://www.ncbi.nlm.nih.gov/genome/?term=GOAT) using TopHat v2.0.9, and then assembled using Cufflinks v2.1.1 [34] based on the reference genome of goat (https://www.ncbi.nlm.nih.gov/genome/?term=goat, GCF_001704415). These transcripts were also removed according to the following criterias: length less than 200 bp, only one exon, less than three reads. After the remaining transcripts of each sample were constructed, a set of transcripts was merged using Cuffmerge software to generate the corresponding transcriptome. Bowtie2 soft was used to scan the transcripts, and the rRNA, tRNA, snRNA (small nuclear RNA), snoRNA (small nucleolar RNA), premiRNA (precursor miRNA) and pseudogenes, were also recognized and removed in the next analysis. The expression abundance of all transcripts in each library was tested using Cuffdiff based on the FPKM (fragments per kilobase of transcript per million mapped reads). A *P value* < 0.05 was considered to indicate a significant difference among different samples.

### LncRNA identification, conservation analysis and coding potential prediction

A stringent filtering analysis pipeline was developed to identify potential lncRNAs from the assembled transcripts according to Wu et al., (2016) [35]: (1) transcripts that overlapped with any protein-coding exon in the sense orientation were removed; (2) transcripts with < 200 bp, a single-exon, read coverage < 0.8, and a FPKM < 0.1 were eliminated; (3) transcripts with predicted large ORFs (> 100 aa) were filtered out; (4) transcripts with predicted protein-coding potential were removed; (5) transcripts with similarity to known protein sequences in the Swiss-Prot database and known protein-coding domains in the Pfam (AB) database were discarded; (6) transcripts within the < 2 k scaffold-end range were excluded; and finally, (7) transcripts with aaaaa were retained as presumptive lncRNAs.

Phylogenetic analysis of lncRNAs and mRNAs was carried out by BLASTN (E-value ≤1e-5, sequence identity > 20%) with default parameters among *Capra hircus*, *Ovis aries*, *Bos taurus*, *Homo sapiens*, and *Mus musculus*. CPC (coding potential calculator) [36], CNCI (coding-noncoding index) [37] and PFAM [38] were used to predict transcripts with the ability of encoding proteins. All transcripts without coding potential were retained.

### Family analysis and precursor prediction of lncRNAs

Infernal software [39] was used to align to the Rfam database. Based on the conservative sequence, the two-level structure and covariance model, the lncRNAs were classified into different families. We compared lncRNAs to miRBase to find potential miRNA precursors, and sequences with a comparison coverage greater than 90% were selected as postulated precursors.

### Differential expression and apcGene (adjacent protein-coding genes) analysis of lncRNAs

For differential expression, each lncRNA was identified by EdgeR version 3.0.8 [40] in the three libraries using an *FDR* no more than 0.05 and an absolute fold change no less than two as the screening conditions.

According to the location of the lncRNAs and protein-coding genes on the *Capra hircus* genome (v1.01), the nearest protein-coding genes located on the 5′ upstream or 3′ downstream of a lncRNA were named apcGenes. The apcGenes adjacent to each lncRNA at up- or down- stream positions within 10 kb were identified using BLAST. The complementary combination between antisense lncRNA and mRNA was identified by RNAplex software [41].

### GO and KEGG pathway analysis

All genes that were differentially expressed between different libraries combined with apcGenes and postulate target genes were annotated and enriched in the GO database using GOseq package v1.18.0 for R [42]. Significant pathways were enriched by KOBAS v2.0 [43] in the KEGG pathway database. A Benjamini-corrected modified Fisher’s statistical method was used to calculate the *P* values, and a *P-value* ≤ 0.05 was used as the critical value of significance for the enrichment analysis of GO and KEGG.

### Network construction

Based on the above comprehensive analysis results of the GO and KEGG of all DEGs (differential expression genes), apcGenes, and the predicted target genes of the lncRNAs, we selected genes and lncRNAs related to mammary gland development and lactation to construct the regulation network. Cytoscape v.3.2.1 software [44] was used to visualize the coexpression networks.

## Supplementary information

**Additional file 1: Figure S1.** Ethics approval and consent.

**Additional file 2: Table S1.** Family classification of lncRNAs in the Rfam database.

**Additional file 3: Table S2.** Differentially expressed lncRNAs between different lactation periods.

**Additional file 4: Table S3.** Differentially expressed transcripts between different lactation periods.

**Additional file 5: Table S4.** Differentially expressed mRNAs between different lactation periods.

**Additional file 6: Table S5.** Predicted apcGenes of lncRNAs.

**Additional file 7: Table S6.** GO annotation of related genes of lncRNAs.

**Additional file 8: Table S7.** KEGG pathways of related genes of lncRNAs.

**Additional file 9: Table S8.** Regulatory relationship between lncRNAs, miRNAs and mRNAs.

## Data Availability

All the data supporting the findings can be available in manuscript and additional files. All the raw data has been deposited to the GEO (Gene Expression Omnibus) and SRA (Sequence Read Archive) in NCBI, with the accession number of GSE135930 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135930) and SRP218662 https://www.ncbi.nlm.nih.gov/sra?term=SRP218662, respectively.

## Abbreviations

lncRNAs: Long noncoding RNA
nt: Nucleotide
ORF: Open reading frame
lincRNA: Intergenic lncRNA
ncRNA: Noncoding RNA
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
ceRNA: Competing endogenous RNA
PE: Paired-end
E: Early lactation
P: Peak lactation
L: Late lactation
snRNA: Small nuclear RNA
snoRNA: Small nucleolar RNA
premiRNA: Precursor miRNA
FPKM: Fragments per kilobase of transcript per million mapped reads
apcGene: Adjacent protein-coding genes
DEGs: Differential expression genes

How the deposited data were processed for this re-analysis (not part of the article)

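Mammary gland RNA of 5 Laoshan dairy goats was pooled at each of 3 stages, 10, 90 and 210 days after parturition, into 1 library per stage. The authors trimmed the reads, mapped them with TopHat, assembled and merged transcripts with Cufflinks and Cuffmerge, and quantified them with Cuffdiff. The deposited values are FPKM for 50041 loci in 1 column per library, and no other per-sample column was used. Each column was assigned to a stage by the sample labels.

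The loci lie on scaffolds of an assembly that the deposited values do not name, while the supplementary tables use chromosome sequences of the assembly named in the methods. No genome was used. Gene IDs were matched to the gene table of the ARS1.2 assembly for symbols and classes only, and 14403 of the 15274 loci with a single gene ID had a match. Loci of one gene ID were summed, a choice made after 2-fold counts by locus had been seen, and this gave 441 lncRNA genes and 13023 protein-coding genes, and 109 of the lncRNA genes had more than one locus. The 34764 loci without a gene ID were used for the number of loci above 0, the median ratio of all genes, the last digits of the deposited values and the most abundant and short loci, and not as lncRNAs.

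The design fixed before the data were examined had assumed read counts and a count-based test. The deposited values are not counts, so no test was run and fold changes of the deposited FPKM are given, as that design provides. Genes were called at least 2-fold apart from the ratio of FPKM, with 0 set to 0.001. With 1 library per stage there is no estimate of the spread between replicates, no replicate could be left out, and no p-value is given. The paper gives the clean reads per library. Read numbers per locus were not used here, so the precision of each FPKM is unknown.

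The number of 2-fold different lncRNA genes was compared with 10000 random lists of protein-coding genes of the same size, matched on mean FPKM in 20 bins. Matching on FPKM is not matching on read numbers. This describes these libraries and is not a test across genes. Known lncRNA transcripts of Table S2 and Table S5 were matched to genes through their RefSeq accessions and summed per gene. Tables held only in part were used for single values and not for overlaps. Milk protein genes were chosen after their values had been seen, and CSN1S2 and CSN2 were not found by symbol. Fold counting was tested on simulated data for 13424 loci, where all 200 changed loci were recovered with 0 false calls. This checks the counting step only. It gives no rate of false calls for the deposited values, where the spread between replicates is unknown. With genes listed at 0 left out, the lncRNA genes 2-fold apart between the libraries labelled early and late lactation fell from 102 to 70. The matched lists were tested on 20 simulated lists of 400 loci without a difference, and all 20 lay within the central range.

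The lncRNA genes named in the text follow a rule fixed before the data were examined: the highest mean abundance, the strongest calls per comparison, those found only in one stage, and members of named Rfam families. Where the rule asked for p-values or counts, the largest ratio among genes with at least 1 FPKM in both libraries and the highest FPKM were used instead, and the count minimum for the Rfam families was left out, changes made after the data were seen. Alternatives were another fold threshold, pseudocounts of 0.1 and 1, filters on low FPKM, leaving out genes listed at 0, keeping loci apart, centring the ratios on their median, and exchanging the columns labelled peak and late lactation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.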

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

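The test of short loci in this part was chosen after the abundance of the locus was seen, and its outcome was not known when it was chosen. The assembled locus XLOC_043394, on scaffold NW_005100916.1 from 22591669 to 22591964, has no gene ID and is not discussed in the paper. Its 304224, 422850 and 277639 FPKM were 30.0%, 46.0% and 29.9% of the FPKM sum in the libraries labelled early, peak and late lactation. It spans 296 nt, and FPKM of short loci can be raised by the division by length. Unannotated loci shorter than 400 nt had a median of 4.52 FPKM and longer ones 1.31 FPKM, a ratio of 3.44. This ratio of medians does not decide whether the FPKM of this one locus is inflated by its length, and the explanation cannot be told apart from high transcription. What is transcribed at this locus, and whether reads of other copies are assigned to it, stays open. A difference between stages was not tested, since each stage has 1 library.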

How the results depend on the processing

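For lncRNA genes, the fold of at least 4, the limits of 0.1 FPKM on detection, the median FPKM with genes at 0 included and the median ratio on log2(FPKM + 0.1) were set before the data were examined. The other settings, among them the fold of at least 4 for protein-coding genes, were chosen after seeing the data. The alternatives that need read counts, dispersions, an adjusted p-value or thinned libraries were not run, since the deposited values are not counts. For the same reason, the lncRNAs found only in one stage were not set beside Poisson sampling, nor the unions beside simulated unchanged libraries, and the lncRNAs of the network were not counted by reads. The 2-fold count of lncRNAs in the network of Table S8 was computed and then withdrawn, because the table held here has 1289 pairs, fewer than the paper gives.

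At a fold of at least 4, the lncRNA genes that differed numbered 67 between early and peak, 54 between early and late and 104 between peak and late lactation, and 132 in any comparison, 105 with early, 125 with peak and 119 with late lactation. The protein-coding genes numbered 463, 427 and 1127. Of the 1127, 248 were higher in late and 879 in peak lactation. The share higher in late lactation was thus 22.0%, against 33.0% at a fold of at least 2. With a pseudocount of 1, the lncRNA genes numbered 90, 50 and 117, and 151, 122, 137 and 138 in the unions. The protein-coding genes numbered 1194, 277 and 1983. Both settings call fewer genes by construction. The pseudocount also moved the share of lncRNA genes higher in late than in peak lactation from 54.6% to 65.0%, and that of protein-coding genes higher in peak than in early lactation from 61.6% to 50.3%. The share of lncRNA genes higher in peak than in early lactation moved from 39.6% to 30.0%. That of lncRNA genes higher in late than in early lactation moved from 42.2% to 50.0%, with 25 genes in each direction. A filter of at least 1 FPKM in either library left 702 protein-coding genes between early and late lactation. With loci of one gene kept apart, 161 lncRNA loci differed between early and late lactation, 4 were found only in early lactation, and the ratio of the protein-coding to the lncRNA median was 3.84, 4.30 and 3.35 in early, peak and late lactation. With genes listed at 0 included, that ratio was 3.08, 3.58 and 2.98.

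Exchanging the columns labelled peak and late lactation gave 102 lncRNA genes between early and peak and 169 between early and late lactation, and 1132 and 2307 protein-coding genes. It also reversed the median log2 ratio of lncRNA genes of late over peak lactation, from 0.13 to -0.13. Ratios centred on the median of all genes, a pseudocount of 0.1 and leaving out genes listed at 0 left the total of 2-fold different genes in each comparison within 1.5 times its value. Leaving out genes listed at 0 moved the lncRNA genes higher in early than in late lactation from 59 to 38. For the other results, 42 values under an alternative were the same, 83 moved and 1 reversed. Values that are not counts were taken as moved at any change, since there is no replicate spread to set it against. No cause was tested beyond the stricter threshold and the pseudocount. No paired analysis was possible because each stage has 1 library.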

Differences from the paper's values

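The paper's counts are transcripts, with lncRNAs predicted by the authors included, and were called with a test, while the counts given here are annotated genes called by fold alone. The paper's 222 between early and peak lactation stand against 169 here, less than 1.5 times apart. Between early and late lactation the paper's number of differentially expressed lncRNAs is 512 against 102 here, and between peak and late lactation 588 against 205. In any comparison it is 800 against 250, with early lactation 633 against 218, with peak lactation 684 against 241, and with late lactation 760 against 231. The paper has 207 lncRNAs higher in peak than in late lactation against 93 here, and 381 higher in late lactation against 112. With the columns exchanged, chosen after seeing the values, 112 were higher in peak and 93 in late lactation, opposite to the paper's direction. For mRNAs, the paper's 8042 transcripts between early and peak lactation stand against 2307 genes, 12574 between early and late against 1132, 15041 between peak and late against 3377, and 18697 in any comparison against 3811. With a fold of at least 4, set before the data were examined, none of the lncRNA counts came within 1.5 times of the paper's. A stricter fold can only lower these counts, which already lay below the paper's, so it could not have closed the gaps.

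The paper detected 1937, 1833 and 1984 lncRNA transcripts in the E, P and L libraries, against 425, 432 and 415 genes here, and 31099, 30120 and 32254 mRNA transcripts, against 12958, 12999 and 12823 genes. The paper found 59, 23 and 113 lncRNAs in early, peak or late lactation only, against 2, 5 and 5 here. For the lncRNAs, an FPKM of at least 0.1, set before the data were examined, did not close these gaps. For the lncRNAs detected, this limit can only lower the counts, so it could not have closed their gap. No alternative set before the data were examined was run for the mRNAs detected. The paper's mean length is 19722 nt for lncRNAs against a mean span of 57163 nt here, and 129518 nt for mRNAs against 58033 nt. The median log10 abundance is about -0.3 for lncRNAs and about 0.15 for mRNAs in Fig. 2e, read by eye, against log10 FPKM of 0.36 and 0.85 here. With lncRNA genes at 0 included, set before the data were examined, the lncRNA value was 0.34 and did not close the gap. No alternative set before the data were examined was run for the lengths and the mRNA median.

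In Table S4, held here as 2631 rows with 40330 left out, the paper's log2 ratio of late over early lactation is -2.10 for CSN3, against 0.11 by label here, and -1.10 for PAEP, against -0.030. With the columns exchanged, chosen after seeing the values, these were -2.67 and -1.65. Over the matched lncRNA genes of Table S2, the paper's median log2 ratio is -1.23 for peak over early, 1.21 for late over early and 1.46 for late over peak lactation, against -0.12, -0.021 and -0.22 by label, and -0.05, 0.05 and 0.22 with the columns exchanged.

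The paper reports the fewest differentially expressed lncRNAs and mRNAs between early and peak lactation. By label, the fewest were found here between early and late lactation, with 102 lncRNA genes and 1132 protein-coding genes. With the columns exchanged, chosen after seeing the values, these numbers fall to early and peak lactation. The paper detected the most transcripts of both classes in late lactation, while by label the most genes were above 0 in peak lactation. With the columns exchanged, chosen after seeing the values, the most genes of both classes, 432 and 12999, were above 0 in late lactation.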

Other observations

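The tests of the column labels and of LALBA were chosen after the values were seen. Those against matched lists of protein-coding genes were written before their outcome was seen, though after the 2-fold counts of lncRNA genes.

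The libraries labelled peak and late lactation run against the paper's own tables. Across 148 lncRNA genes, the log2 ratio of late over peak lactation had a Pearson correlation of -0.78 with Table S2 by label and 0.78 with the columns exchanged, with 20 and 128 genes in the same direction. For this pair the exchange only turns the sign of each ratio, so its exchanged values add nothing to those by label. For late over early lactation, the correlation across 135 genes was -0.06 by label and 0.80 exchanged. For peak over early lactation, it was -0.00 by label and 0.48 exchanged across 67 genes. Sharing a library alone gave mean correlations of 0.33, 0.36 and 0.20 in the exchanged columns when the paper's second library was permuted across genes 1000 times, and -0.33 for late over peak lactation by label. A blur from the difference in assembly, or between genes and transcripts, would bring the correlation to 0 and is argued against by -0.78. In Table S4 the paper gives PAEP as 58378 FPKM in the E and 27239 FPKM in the L library, and CSN3 as 17479 and 4063 FPKM. The library labelled peak lactation had 26999 FPKM of PAEP and 3989 FPKM of CSN3, and that labelled late lactation 83113 and 27391 FPKM. The columns labelled peak and late lactation may therefore carry each other's label, as a hypothesis, in the deposited values or in the paper's tables. The values do not show which of these holds, and the labels were kept. The split of 2-fold different lncRNA genes between peak and late lactation had the paper's direction by label and the opposite one exchanged. It covers all annotated lncRNA genes, while the paper's split covers tested transcripts with predicted lncRNAs included. These sets are unlike, so the split does not decide on an exchange. Across the 148 matched genes, the median log2 ratio of late over peak lactation was 1.46 in the paper, -0.22 by label and 0.22 exchanged.

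Annotated lncRNA genes differed 2-fold more often than protein-coding genes of the same mean FPKM. By label, 169 lncRNA genes differed between early and peak lactation, against a median of 117 and a central range of 100 to 134 in matched lists, at percentile 100. Between early and late lactation 102 differed, against 74 and a range of 61 to 88, at percentile 99.995. Between peak and late lactation 205 differed, against 167 and a range of 149 to 186, at percentile 100. Lower FPKM alone is thus argued against as the cause. Fewer reads behind lncRNA genes, which FPKM do not show, are argued against as the whole cause by the 73 lncRNA genes with a mean of at least 10 FPKM, of which 32, 10 and 32 differed against medians of 8, 1 and 12 in matched lists, at percentiles 100, 99.995 and 100. Reads shared between entries at one locus are argued against as the whole cause by the 241 lncRNA genes with a locus of their own. Of these, 100, 60 and 118 differed against medians of 71, 48 and 103 in matched lists, at percentiles 100, 98.2 and 98.5. For early and late and for peak and late lactation these lay just above central ranges of 38 to 59 and 89 to 117. A part played by shared reads stays open. Errors of annotation and a difference between stages stay open and were not tested, since each stage has 1 library.

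The median log2 ratio of lncRNA genes also lay outside that of matched lists of protein-coding genes. The median log2 ratio of peak over early lactation, on the log2(FPKM + 0.1) scale, was -0.12 against 0.21 in matched lists, and 100% of the lists had a higher median. That of late over peak lactation was 0.05 against -0.31, and 100% of the lists had a lower median. That of late over early lactation was -0.03 against -0.09. A trend with FPKM shared by both classes is argued against as the whole cause by the first 2 values. Among genes with a mean of at least 10 FPKM, lncRNA genes and lists went the same way, at -0.51 against -0.24 for peak over early and 0.45 against 0.26 for late over peak lactation. With the labels exchanged, late over peak lactation changes sign, while peak over early lactation becomes -0.03 against -0.09.

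LALBA, which encodes the milk protein alpha-lactalbumin, had 70053 FPKM in the library labelled early lactation and 15214 FPKM in that labelled peak lactation, and was listed at 0 in that labelled late lactation. In Table S4 the paper gives LALBA as 48754 FPKM in the E and 17219 FPKM in the L library. If the labels are exchanged, that L library is the one labelled peak lactation here, with 15214 FPKM. The paper's value then does not bear on the value listed at 0. A loss of milk protein expression in that library is argued against by CSN1S1, CSN3, PAEP and GLYCAM1, whose median log2 ratio of late over early lactation was 0.18. A failed estimate at very abundant genes in general is argued against, because LALBA was the 1 gene so listed among 15 protein-coding genes with at least 1000 FPKM in each library not listed at 0. A failed estimate at LALBA alone stays open and was not tested.

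Of the genes that the paper places in many pathways, TNF had 0.637 FPKM in the library labelled early lactation, 2.34 FPKM in that labelled peak lactation and 0.395 FPKM in that labelled late lactation. BCL2 had 3.57, 6.59 and 2.94 FPKM. PIK3CB, PRKACA, ADCY5, MAPK8, EGFR and ATF4 differed by less than 2-fold between the early library and each of the others. CACNA1S and LOC108635162 were not found by symbol.

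Table S1 places 60 known lncRNA transcripts in Rfam families, and 17 lncRNA genes with deposited FPKM matched them. Of these, 5 differed at least 2-fold in at least 1 comparison, and 0 at a fold of at least 4. Of the 5, LOC106503053 (MIAT) falls under the naming rule, and the others are named after their values were seen. LOC102173795, in the mir-544 family, had 4.96, 9.63 and 3.21 FPKM in the libraries labelled early, peak and late lactation. LOC102178647, in the SNORD79 family, had 54.5, 36.2 and 23.2 FPKM. LOC102180828, in the SNORA62 family, had 1.13, 1.55 and 0.645 FPKM. LOC106503383, in the SNORD113 family, had 2.42, 1.18 and 3.35 FPKM. LOC106503053, in the MIAT family, had 28.3, 46.3 and 15.1 FPKM. Of the other families in the naming rule, LOC102169084 (XIST) had 55.7, 68.9 and 61.9 FPKM, LOC102169320 (TUG1) had 45.9, 32.2 and 45.2 FPKM, LOC102186225 (PVT1) had 4.63, 4.22 and 2.55 FPKM, and LOC102168845 (mir-205) had 6.06, 9.93 and 6.02 FPKM.

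Of the deposited values with 7 digits, 95.7% ended in 5 in the library labelled early lactation, 99.3% in that labelled peak lactation and 97.3% in that labelled late lactation, out of 20261, 23059 and 20186 values. Averaging a pair of numbers leaves such an ending. The paper's text does not name such an average.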
